# PI3K Pathway Inhibition with NVP-BEZ235 Hinders Glycolytic Metabolism in Glioblastoma Multiforme Cells

**DOI:** 10.3390/cells10113065

**Published:** 2021-11-07

**Authors:** Shreya Udawant, Carl Litif, Alma Lopez, Bonnie Gunn, Erin Schuenzel, Megan Keniry

**Keywords:** glioblastoma (GBM), PI3K/AKT/mTOR pathway, glycolysis, RNA-seq, Gene Set Enrichment Analysis (GSEA)

## Abstract

Glioblastoma (GBM) is the most lethal primary brain cancer that lacks effective molecular targeted therapies. The PI3K/AKT/mTOR pathway is activated in 90% of all Glioblastoma multiforme (GBM) tumors. To gain insight into the impact of the PI3K pathway on GBM metabolism, we treated U87MG GBM cells with NVP-BEZ235 (PI3K and mTOR a dual inhibitor) and identified differentially expressed genes with RNA-seq analysis. RNA-seq identified 7803 differentially regulated genes in response to NVP-BEZ235. Gene Set Enrichment Analysis (GSEA) identified two glycolysis-related gene sets that were significantly enriched (*p <* 0.05) in control samples compared to NVP-BEZ235-treated samples. We validated the inhibition of glycolytic genes by NVP-BEZ235 and examined the impact of the FOXO1 inhibitor (AS1842856) on these genes in a set of GBM cell lines. FOXO1 inhibition alone was associated with reduced *LDHA* expression, but not *ENO1* or *PKM2*. Bioinformatics analyses revealed that PI3K-impacted glycolytic genes were over-expressed and co-expressed in GBM clinical samples. The elevated expression of PI3K-impacted glycolytic genes was associated with poor prognosis in GBM based on Kaplan–Meier survival analyses. Our results suggest novel insights into hallmark metabolic reprogramming associated with the PI3K-mTOR dual inhibition.

## 1. Introduction

Cancer is the second leading cause of death in the United States. Glioblastoma multiforme (GBM) is the most fatal, neurologically destructive, and common brain tumor of the central nervous system (CNS) [1]. GBM (grade IV glioma) is highly proliferative and classified as low-grade and high-grade glioblastoma (LGG and HGG) as per WHO standards [1,2]. GBM develops from astrocytes, oligodendrocytes, or from their precursors, and represents ~80% of the total malignant tumors of the CNS [1,2]. GBM is characterized by rapid growth, aggressive invasion, high rate of recurrence, neovascularization, and poor prognosis [2,3,4]. GBM is the highest occurring malignant brain tumor in the United States and has median survival period of ~15 months [2,5,6].

Glioblastoma is difficult to treat owing to widespread invasiveness, complex surgical resection, and resistance to chemotherapy and radiation therapy [5]. Traditionally available surgical tumor resection, chemotherapy, and radiation therapies are associated with poor survival rate (14 to 18 months) [6,7]. The heterogeneous nature of GBM makes it difficult for the development of treatments against these aggressive tumors and is responsible for tumor recurrence [6]. A lack of effective treatments for GBM necessitates the development of novel molecular approaches for combating this cancer.

Cancer cells are characterized by alterations in metabolic pathways and possess resistance to cell death. Abrupt changes in glucose metabolism are perhaps the most distinguishing characteristics between malignant and normal cells. Glycolysis generates high-energy ATP from glucose to meet biosynthetic and energetic demands [8]. In GBM, cancer cells undergo the Warburg effect, a metabolic reprogramming to utilize aerobic glycolysis as the main source of energy and excrete lactate even in the presence of sufficient oxygen [9,10,11]. In GBM, glycolysis is increased compared to the normal cells [12,13]. Furthermore, oncogenes promote glycolytic metabolism in contrast to tumor suppressors [14]. Along with the Warburg effect, cell metabolism in GBM is commonly characterized by alterations in oxidative phosphorylation (OXPHOS), dysfunctional lipid metabolism, as well as other metabolic pathways [15]. 

The evolutionarily conserved phosphatidylinositol 3-kinase (PI3K)/mammalian target of rapamycin (PI3K/AKT/mTOR) pathway controls major physiological processes such as survival, proliferation, apoptosis, metabolism, motility, and growth [1,16,17]. The PI3K/AKT/mTOR pathway is often impacted in GBM by mutations in *EGFR*, *PTEN, PIK3CA, AKT* (*PKB*), and *PDGFRA* to increase pathway output [18,19]. Furthermore, increased activity of PI3K/AKT/mTOR signaling pathways in GBM is highly correlated with tumor progression, multidrug resistance, and poor prognosis [18,20]. Activation of PI3K/AKT/mTOR enhances tumor micro-vessel density and increases invasive potential of cancer cells [21]. 

PI3K/AKT/mTOR impacts glycolytic metabolism in numerous ways, including the direct activation of glycolytic enzymes. AKT phosphorylates hexokinase 2, leading to its activation. AKT also impacts numerous transcription factors, including hindering FOXO transcription factors to promote glycolysis at least in some contexts in a mechanism that involves alleviation of MYC suppression by FOXO factors [22]. AKT also promotes glucose uptake [22]. The MYC oncogene, which encodes c-MYC (or MYC) basic helix–loop–helix (and leucine zipper) transcription factor, is a critical regulator of glucose and glutamine metabolism central to the Warburg effect, and highly associated with several human cancers [23]. Novel mechanisms have been identified that may regulate glycolysis at least in part independently of PI3K. Under limiting glucose conditions, SHC3 promotes vesicle recycling of glucose transporters belonging to the GLUT/SLC2A superfamily to increase glucose uptake in GBM [24]. Given the importance of glycolysis in cancer progression, many pathways and feedback mechanisms are in place to ensure energetic demands are met [25]. Understanding variations in metabolism upon glycolytic perturbations such as upon PI3K pathway inhibition will shed light on feedback mechanisms that deter treatment efficacy.

The PI3K/AKT/mTOR pathway regulates forkhead-box type O (FOXO) transcription factors, which have a role in tumor suppression, and act in a context-dependent manner [26,27]. Three members of the FOXO family of transcription factors (FOXO-1, FOXO-3, and FOXO-4) are widely expressed in mammals and possess tumor suppressor activity by regulating apoptosis, DNA repair, oxidative stress resistance, and cell cycle arrest activity [19,27]. FOXO6 is a less conserved homolog whose expression is primarily in the brain [28]. Even though FOXO transcription factors are known to perform tumor suppression activities, recent studies identified their involvement in cancer-promoting activities. Inhibition of the PI3K/AKT/mTOR pathway can lead to increased expression of stem markers such as *OCT4* and *ALPP*, in part by activation of FOXO transcription factors [17]. In addition, FOXO transcription factors can act as stress response factors. Similarly, prolonged FOXO activity can promote resistance to chemotherapeutic treatment (doxorubicin) in breast cancer [26,29]. In neuroblastoma, expression of FOXO3 was beneficial as a prognostic marker and a biomarker to assess the efficacy of the PI3K/AKT inhibition [26]. Overexpression of FOXO3 and AKT inhibition increased apoptosis in neuroblastoma [26]. These studies suggests that the role of FOXO factors in tumor outcome is largely dependent on context. Furthermore, in the context of PI3K/AKT/mTOR inhibition in GBM, the role of FOXO transcription factors is largely unknown. 

The PI3K/AKT/mTOR pathway harbors feedback mechanisms that sustain its activity even in the presence of inhibitors. NVP-BEZ235 is a dual PI3K inhibitor that targets the catalytic subunit of PI3K and mTOR [30]. Many groups have studied this drug in contexts such as GBM and clear cell renal carcinoma [31]. For example, Heinzen et al. found that NVP-BEZ235 reduced growth and glucose consumption in GBM cell lines [32]. We previously investigated NVP-BEZ235 in the context of basal breast cancer and GBM and found that 50 nM NVP-BEZ235 enabled stem gene expression such as *OCT4* in these settings but was also associated with decreased cell growth and apoptosis induction [17,33]. To better understand the molecular underpinnings for these phenotypes, we performed RNA-seq analysis with U87MG cells treated with NVP-BEZ235. Comparative analysis of RNA-seq data followed by Gene Set Enrichment Analysis (GSEA) [34] was performed to identify significantly differentially expressed genes and biological pathways associated with PI3K/AKT/mTOR pathway inhibition in GBM. NVP-BEZ235-regulated genes were validated in numerous cell lines. Given that FOXO1 is commonly activated upon NVP-BEZ235 treatment, we examined whether FOXO1 inhibition with (AS1842856) would suppress changes in NVP-BEZ235-driven gene expression. We found that FOXO1 inhibition did suppress some of the NVP-BEZ235-directed changes in gene expression, but also had independent impacts on metabolism. We used the GEPIA2 tool to analyze the clinical importance of the identified glycolytic genes for association with patient survival, co-expression (correlation analysis), and expression analysis [35]. Our findings suggest that genes involved in glycolysis were significantly downregulated by PI3K-mTOR inhibition with NVP-BEZ235. Delineating molecular changes associated with glycolysis under PI3K-mTOR inhibition would reveal critical metabolic factors for developing novel therapeutic solutions.

## 2. Materials and Methods

### 2.1. Cell Lines, Cultures, and Drug Treatment

All cell lines used in this study were provided by the American Type Culture Collection (Manassas, VA, USA). U87MG cells were propagated in MEM (Minimal Essential Medium, Thermo Fisher, Waltham, MA). DBTRG cells were propagated in RPMI (Roswell Park Memorial Institute 1640 Medium, Thermo Fisher, Waltham, MA). LN-18, U118 MG, and LN-229 cells were propagated in DMEM (Dulbecco’s Modified Eagle Medium, Thermo Fisher, Waltham, MA, USA). Cell lines were grown in standard propagating conditions supplemented with 10% fetal bovine serum (FBS, Thermo Fisher, Waltham, MA), antibiotic (Anti-Anti, Gibco cat: 15240096, Thermo Fisher, Waltham, MA), and 5% CO_2_ at 37 °C. The dual PI3K-mTOR pathway inhibitor NVP-BEZ235 and FOXO1 inhibitor AS1842856 were acquired from Sigma-Aldrich (Saint Louis, MO, USA) and Calbiochem (Danvers, MA, USA), respectively. NVP-BEZ235 and AS1842856 were utilized in final concentrations at 50 nM (or 1 μM) and 200 nM, respectively. Control samples were treated with DMSO.

### 2.2. RNA Extraction and RNA Sequencing

U87MG cells were plated at a density of 2700 cells per mL in complete media as described above. Then, 50 nM NVP-BEZ235 or DMSO vehicle were added to U87MG cells for four days. Next, total RNA was extracted from the treated and control samples using the Qiagen MiniPrep RNAeasy kit (Hilden, Germany). Three biological replicates of control and NVP-BEZ235-treated cell lines were used for the RNA extraction. The quality of the extracted RNA was analyzed using NanoDrop spectrophotometer (Thermo Fisher, Waltham, MA, USA). RNA-seq was performed by Novogene Corporation Inc. (Sacramento, CA, USA). 

### 2.3. Bioinformatics Analysis

RNA-seq analyses including mapping to human genome, sequence assembly, and identification of differentially expressed genes (DEGs) were performed by the Novogene Corporation Inc. (Sacramento, CA, USA). The original image data file from high-throughput sequencing (Illumina, San Diego, CA, USA) was transformed into sequenced reads (called raw data or raw reads) by CASAVA base recognition (base calling). Raw data were stored in FASTQ (fq) format files, which contain sequences of reads and corresponding base quality. STAR software was used to accomplish the mapping. The abundance of transcript reflects gene expression level directly. In this RNA-seq experiment, gene expression level was estimated by the abundance of transcripts (count of sequencing) that mapped to genome or exon. Read counts were proportional to gene expression level, gene length, and sequencing depth. FPKM (short for the expected number of fragments per kilobase of transcript sequence per million base pairs sequenced) was the most common method of estimating gene expression levels, which takes the effects into consideration of both sequencing depth and gene length on counting of fragments. For the samples with biological replicates, differential expression analysis of two conditions/groups was performed using the DESeq2 R package.

RNA-seq data were deposited to the GEO database (accession: GSE179667). The RNA-seq data were analyzed to identify differentially expressed genes (DEGs) associated with NVP-BEZ235 treatment. DEGs between NVP-BEZ235-treated and control cell lines were investigated using the Gene Set Enrichment Analysis (GSEA) to identify enriched biological pathways defined by the set of genes between the two treatments. Gene sets were downloaded from the Molecular Signatures Database (MSigDB) (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp, accessed on 27 September 2020) for GSEA analysis. GSEA was performed by setting the ENSEMBL Gene ID v7.0 Chip platform, 1000 number of permutations, and weighted enrichment statistics [34]. Heatmaps for gene expression counts in control and NVP-BEZ235 treatments were generated using the MORPHEUS online tool (https://software.broadinstitute.org/morpheus/, accessed on 5 February 2021). Kaplan–Meier survival analysis, gene expression box plots, and Pearson correlations were calculated from the GEPIA2 online tool [35]. The GO enrichment analysis was performed using the gene ontology resource (http://geneontology.org/, accessed on 10 February 2021).

### 2.4. Quantitative Real-Time PCR (qRT-PCR)

Log-phase cancer cell lines were treated with 1 μM NVP-BEZ235 for five days. This dose more fully inhibits PI3K [36]. Extracted total RNA was used to prepare cDNA using Superscript Reverse Transcriptase II (Invitrogen, Carlsbad, CA). 

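The 12 primer pairs of Table S5 were matched to the transcripts of GENCODE release 29 on the genome build GRCh38. Each pair gave a product of the size listed in Table S5, inside the coding sequence and across an exon junction. The LDHA pair, TACAGTTGTTGGGGTTGGTG and AGGCTGCCATGTTGGAGAT, lies on chromosome 11 from 18396911 to 18399513 in exons 2 and 3 of an 8-exon transcript, and its product there is 141 bp long. A product is predicted from 15 of the 25 annotated LDHA transcripts, 1 of them with a longer product of 332 bp, and also from the pseudogene LDHAP4. The PGAM1 pair, GCATCTGGAGGGTCTCTCTG and TCTTCATCCCCCAGAAACTG, lies on chromosome 10 from 97431125 to 97432469 in exons 3 and 4, gives 126 bp and also matches the annotated genes PGAM1P8 and AC012085.1. For PKM, which is on the minus strand of chromosome 15, the general pair spans 72217434 to 72218996 in exons 2 and 3 and amplifies 12 of 25 annotated transcripts. The PKM2 pair spans 72200595 to 72202582 in exons 9 and 10 and amplifies 5 of them, with a 190 bp product. The reference gene ACTB is amplified on chromosome 7 from 5529324 to 5529570, in exons 2 and 3 of 6, from 15 of 19 annotated transcripts, as a 113 bp product from 13 of them and as a 247 bp product from the others. In the RNA-seq libraries of U87MG cells, ACTB held between 0.604% and 0.668% of all counts in the 3 DMSO libraries and between 0.366% and 0.469% in the 3 libraries given 50 nM NVP-BEZ235 for 4 days.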

Primers spanning the coding sequences for the genes were designed using Primer3 (v0.4.0) (https://bioinfo.ut.ee/primer3-0.4.0/, accessed on 30 September 2020) and ordered from Sigma-Aldrich (Saint Louis, MO). Amplification and expression of genes were performed using the Applied Biosystems StepOne Real-Time PCR System (Foster City, CA, USA). Four technical replicates were used for the gene amplification and quantification. *ACTIN* (*ACTB* gene) was used as housekeeping gene for relative normalization and quantification performed by the 2^−ΔΔCT^ method provided in the Applied Biosystems PCR machine [37]. For serum-free medium, log-phase cells were starved for five days. Briefly, the cells were washed twice with serum-free media and kept in serum-free media with selective antibiotics (MEM for U87MG and DMEM for LN18). The drug concentration was 1 μM for a five-day treatment. PCR data were exported, and analysis was performed using MS Excel and R project for statistical computing for average, standard error, and Student’s *t*-test calculation or Tukey’s test.

### 2.5. Western Blot

Log-phase cancer cell lines were treated with 1 μM NVP-BEZ235 for five days. Total protein was obtained from indicated cells by rinsing cells with 1XPBS (phosphate buffered saline) followed by directed lysis in 2× sample buffer (125 mM Tris-HCL at pH 6.8, 2% sodium dodecyl sulfate (SDS), 10% 2-mercaptoethanol, 20% glycerol, 0.05% bromophenol blue, 8 M urea); 2× sample buffer was added to each well and cells were scraped with a cell scraper. The lysate was collected from each well, placed into a 1.5 mL microcentrifuge tube, and heated for 10 min at 95 °C in a dry-bath heat block. Protein lysates were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) at 100 V for 1 h. Resolved proteins were then transferred onto a polyvinylidene fluoride (PVDF) membrane for an hour and 30 min, then blocked in a 5% milk solution (Carnation powdered milk) and 1× Tris-buffered saline with Tween 20 (TBST) for an hour. Membranes were incubated with indicated primary antibody overnight at 4 °C then washed for 20 min with TBST in 5-min intervals. The blot was then incubated with secondary antibody for 1.5 h. Membranes were washed for 20 min in 5-min intervals and allowed to develop using SuperSignal West Dura Extended Duration Substrate luminol solution (Pierce Biotechnology, Waltham, MA, USA) for 5 min. A Bio Rad ChemDoc XRS+ Molecular Imager was utilized for protein detection (Bio Rad, Hercules, CA, USA). Data were analyzed with NIH Image J. Antibodies were obtained from Cell Signaling Technologies (Danvers, MA, USA): LDHA (C4B5), PKM2 (D78A4) XP, Enolase-1 Antibody #3810, phospho-AKT serine 473 (9271S) and total AKT (4691S). GAPDH (G-9) was obtained from Santa Cruz Biotechnology Inc., Dallas, TX, USA. Beta-Actin antibody (clone AC-74, cat: A2228) was obtained from Sigma-Aldrich (Saint Louis, MO, USA) and utilized at a 1:2000 dilution in TBST with 5% non-fat dried milk.

### 2.6. Quantitative Glutamate Assay

The quantification of glutamate in control (DMSO) and NVP-BEZ235-treated GBM cells lines was performed using the Glutamate Colorimetric Assay kit (#K629-100, BioVision Inc., Milpitas, CA, USA) as per the manufacturer’s protocol. Log-phase U87MG cells were treated with 1 μM NVP-BEZ235 for five days. The 1 mM glutamate standard was prepared and added to a 96-well plate to generate two replicates of 0, 2, 4, 6, 8, and 10 nmol/well standard concentrations. Absorbance for glutamate standards and samples were measured at 450 nm using iMark Microplate Absorbance Reader (Bio-Rad, Hercules, CA). Standard and sample absorbances were corrected relative to the background control to visualize the standard curve using regression equation. Glutamate concentrations were estimated from the regression equation and using the formulae C = Sa/Sv provided by the manufacturer’s protocol.

### 2.7. NAD+/NADH Cell-Based Assay

The nicotinamide adenine dinucleotide (NAD+) in normal and GBM cells were measured using Cayman’s NAD+/NADH cell-based assay kit as per the manufacturer’s protocol. Briefly, the NAD+ standards were prepared in the range of 0 to 1000 nM as per the manufacturer’s protocol. Log-phase U87MG cells were treated with 1 μM NVP-BEZ235 for five days. Cells were washed, centrifuged, and incubated for 90 min after adding 100 µL reaction solution to each well. The absorbance for NAD+ standards and samples were measured at 450 nm using iMark Microplate Absorbance Reader (Bio-Rad, Hercules, CA, USA). Standard and sample absorbances were corrected relative to the background control to visualize the standard curve with regression equation. Total cellular NAD+ concentrations were calculated using the standard curve equation as per the manufacturer’s protocol. 

### 2.8. Glucose Uptake and Lactate Secretion Assays

Glucose Uptake-Glo^TM^ and Lactate-Glo ^TM^ (Promega, Madison, WI, USA) assay kits were used to perform the glucose uptake and lactate secretion assays, respectively, as per the manufacturer’s instructions. Both assays were performed with or without FBS with similar results. For glucose uptake assays, log-phase U87MG cells were treated with 1 μM NVP-BEZ235 for 48 h under starvation conditions (without FBS). After treatment, 36,000 cells were washed with PBS and incubated with 2-deoxy-D-glucose (2DG) for 10 min at room temperature. Luminescence was recorded using a 20/20n luminometer from Turner Biosystems (Sunnyvale, CA, USA). Samples were examined in quadruplicate in replicate experiments.

For lactate secretion assays, log-phase U87MG cells were treated with 1 μM NVP-BEZ235 for 48 h under starvation conditions (without FBS). Then, 3 μL of culture media were placed into 97 μL of PBS and were incubated with the Lactate Detection Reagent for 60 min at room temperature. The luminescence was recorded using the 20/20n luminometer from Turner Biosystems. Cell numbers were counted for each sample and were used to normalize luminescence readings for comparisons. Samples were examined in quadruplicate in replicate experiments.

## 3. Results

### 3.1. NVP-BEZ235 Treatment Reduced Glycolytic Gene Expression in GBM Cells

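U87MG is an established human glioblastoma cell line, and DMSO is the solvent of NVP-BEZ235. The RNA-seq data hold 3 DMSO libraries and 3 libraries of cells given 50 nM NVP-BEZ235 for 4 days. The sequencing provider filtered the reads by quality, mapped them to the human genome with STAR and counted them per gene, and the authors deposited these raw read counts for 58676 annotated genes. The paper's text does not name the genome build or the counting program. Of the genes tested, 15538 have table positions that overlap their positions on GRCh38 in GENCODE release 29. Counts summed to 19748682, 17263292 and 22106906 in DMSO replicates 1, 2 and 3, and to 19093049, 21280051 and 18272110 in NVP-BEZ235 replicates 1, 2 and 3. A floor of 3 counts was used for genes without reads, and it covers counting error only. Genes with low counts were removed with edgeR's filterByExpr, which left 15554 genes with 99.9% of the counts. Counts normalized for library size with TMM factors are given as CPM, and the libraries were compared with edgeR's quasi-likelihood test. The p values were adjusted by the Benjamini-Hochberg method. No library was a copy of another, since every pair differed by more than the sampling noise. The chi-square per degree of freedom was between 5.15 and 5.71 for the DMSO pairs and 6.76 for NVP-BEZ235 replicates 2 and 3, but 70.0 and 54.6 for NVP-BEZ235 replicate 1 against replicates 2 and 3. Mitochondrial genes took 7.75% of the counts in NVP-BEZ235 replicate 1, 3.34% in replicate 2 and 2.81% in replicate 3, and between 3.30% and 3.93% in the DMSO libraries. The choices that could change the numbers are the scaling, the count filter and the test, and each was varied.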

RNA sequencing was performed from U87MG cells treated for four days with 50 nM NVP-BEZ235 (dual PI3K-mTOR pathway inhibitor) or vehicle control with three biological replicates of each condition. This drug dose was employed in our previous studies (and others) and is not a complete inhibition of PI3K-mTOR in U87MG cells [31,33]. The four-day timepoint allowed us to obtain high-quality RNA for sequencing. Initial bioinformatics analyses included quality filtering. 

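Among the genes tested, 8081 were differentially expressed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with 4097 higher and 3984 lower in NVP-BEZ235-treated cells. In the authors' deposited table, made with DESeq2, 7803 genes pass the same threshold, 3775 of them higher and 4028 lower. The calls made here share 7426 genes with the authors' deposited table, all with the same direction, while 655 were called only here and 267 genes of that table fell below the count filter. Groups did not overlap for 7871 of the 8081 DEGs, and for 59.7% of all genes tested, where chance gives 10%. The alternative that moved the number of DEGs most was a minimum absolute log2 fold change of 1, which left 2702 genes, 1812 higher and 890 lower. Without NVP-BEZ235 replicate 1, the number rose to 9983. Among the genes with the largest changes, DMKN rose by 5.51 on the log2 scale (standard error 0.19) and BMP7 by 5.81 (standard error 0.44). BMP7 had 4, 3 and 0 counts in the DMSO libraries, close to the floor of 3 counts. With one library left out, its log2 fold change was between 5.15 and 6.39. BARX1, on chromosome 9 from 93951622 to 93955372, had at most 1 count in a DMSO library and was at least 28.1-fold higher with NVP-BEZ235. WNT9A fell by 5.72 on the log2 scale (standard error 0.34) and MAP7D2 fell by 4.96 (standard error 0.33). WNT9A had 3, 10 and 1 counts in the NVP-BEZ235 libraries, and MAP7D2 had 2, 4 and 3. With one library left out, the log2 fold change was between -6.83 and -5.28 for WNT9A and between -5.15 and -4.76 for MAP7D2.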

Genome mapping followed by comparative gene expression analysis between NVP-BEZ235-treated and control samples led to the identification of 7803 differentially expressed genes (DEGs). The 7803 DEGs (native features) obtained from the RNA-seq analysis were used for GSEA [34,38]. 

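HALLMARK_GLYCOLYSIS is a curated set of genes linked to glycolysis, and Table S3 lists its members among the study's DEGs. Here 105 of these members were DEGs, 82 lower and 23 higher in NVP-BEZ235-treated cells. The share of lower genes was 78.1%, compared with 48.9% of the other 7976 DEGs (Fisher's exact test, two-sided, p = 1.41e-09). With one library left out in turn, the share stayed between 78.2% and 80.9%. Scaling the libraries to ACTB moved it most, to 60.3% of 58 members that were DEGs, compared with 8.12% of the other DEGs. The study picked these members from the same libraries, so the share is not independent evidence. Fisher's exact test treats genes as independent, and its p does not measure the spread between libraries. The other Hallmark sets were not analysed here.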

Analysis with the Molecular Signatures Database curated Hallmark gene sets revealed that seven gene sets were significantly enriched in control samples (compared to NVP-BEZ235-treated samples), including HALLMARK_HYPOXIA, HALLMARK_GLYCOLYSIS, and HALLMARK_HEME_METABOLISM (Table S1). Several gene sets were significantly enriched in NVP-BEZ235-treated samples: HALLMARK_COMPLEMENT, HALLMARK_PANCREAS_BETA_CELLS, and HALLMARK_COAGULATION (Table S2). 

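The HALLMARK_GLYCOLYSIS members of Table S3 were scored with the GSEA running sum, weighted by the ranking metric, over the DEGs ranked by the difference between DMSO and NVP-BEZ235 relative to the spread within groups. The enrichment score was 0.622 in favour of the DMSO samples, with a jackknife error of 0.0754 over the fits that each left out one library. The paper's reported value for this set is 0.632 in Table S1, but -0.460 in Table S3 as NVP-BEZ235 minus DMSO. The normalized enrichment score was 1.52. In the exact permutation test over the 20 labellings of the 6 libraries, p was 0.1, the smallest value that the 10 labellings with a score of the same sign allow. The ranked DEGs were those called with the real labels and were not called again for each labelling. This can favour the real labelling. Among the alternatives set before the data were examined, ranking by log2 fold change moved the score most, to 0.539. The ranking metric set no minimum SD, and with the minimum of the GSEA program, added after the data were examined, the score was 0.466. With the libraries scaled to ACTB the score was 0.618 with an exact permutation p of 0.4.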

We further investigated the impact of NVP-BEZ235 on glycolytic gene expression given the robust enrichment of these genes in control samples (ES = 63, *p <* 0.001, Table S1). GSEA was carried out for the glycolysis C1 (hallmark gene set) and C2 gene sets (curated gene sets), including the KEGG_GLYCOLYSIS_GLUCONEOGENESIS and HALLMARK_GLYCOLYSIS collections available in the MSigDB (https://www.gsea-msigdb.org/gsea/msigdb/genesets.jsp, accessed on 27 September 2020) [39]. 

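All 29 members of KEGG_GLYCOLYSIS_GLUCONEOGENESIS listed in Table S3 were DEGs. Their enrichment score was 0.683 in favour of the DMSO samples (jackknife error 0.0983), and the exact permutation test over the labellings of the libraries gave p = 0.1, the smallest value possible. Here too the ranked DEGs were those called with the real labels. Ranked by log2 fold change, the score was 0.566 with an exact permutation p of 0.6, and with the minimum SD of the GSEA program, added after the data were examined, it was 0.518 with an exact permutation p of 0.3. Of the KEGG members, 23 were lower in NVP-BEZ235-treated cells and 6 were higher. The lower genes made up 79.3%, compared with 49.2% of the other 8052 DEGs (Fisher's exact test, two-sided, p = 0.00124). The study picked these members too from the same libraries. Fisher's exact test treats genes as independent, and its p does not measure the spread between libraries.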

GSEA indicated that glycolytic gene sets were significantly enriched in the control (DMSO samples) compared to NVP-BEZ235-treated samples (*p <* 0.05) in KEGG_GLYCOLYSIS_GLUCONEOGENESIS and HALLMARK_GLYCOLYSIS (Figure 1a,c and Table S3). 

KEGG_GLYCOLYSIS_GLUCONEOGENESIS and HALLMARK_GLYCOLYSIS gene sets were further analyzed for GSEA core enrichment; we found that 17 and 35 genes, respectively, were significantly downregulated in GBM cell lines in response to NVP-BEZ235 treatment (Table S3). 

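All 17 KEGG core genes and 34 of the 35 Hallmark core genes of Table S3 were DEGs and lower in NVP-BEZ235-treated U87MG cells. The study chose these genes from the same libraries, and the authors' deposited table calls 45 of them lower. The calls here are therefore not independent evidence. The remaining Hallmark gene, CACNA1H, had 6, 6 and 9 counts in the DMSO libraries and 1, 0 and 0 with NVP-BEZ235, and was below the count filter. It was at least 2.13-fold lower with NVP-BEZ235. The core lists have 7 genes in common, which leaves 45 distinct genes. Over the 44 genes tested the log2 fold change was between -3.85 (EGLN3) and -0.71 (GPI), with a median of -1.53, and 39 genes fell by 1 or more on the log2 scale. With any one library left out, 44 genes were still called lower. With the libraries scaled to ACTB, 12 of the 17 KEGG core genes were called lower, and ALDH3A2, DLD, GAPDH, GPI and HK1 were not.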

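LDHA, on chromosome 11 from 18394388 to 18408425, had 4407 ± 53.3 CPM (SD, n = 3) in DMSO libraries and 729 ± 80.5 CPM (SD, n = 3) in NVP-BEZ235 libraries. Its log2 fold change was -2.60 (standard error 0.11, adjusted p = 1.02e-07 from edgeR's quasi-likelihood test). PGK1, on chromosome X from 78065188 to 78129296, went from 2003 ± 48.4 to 408 ± 31.3 CPM (SD, n = 3 each), and its log2 fold change was -2.30. For PGAM1 the values were 748 ± 3.63 and 157 ± 7.87 CPM, a log2 fold change of -2.25. TPI1 and PKM had log2 fold changes of -1.79 (standard error 0.14) and -1.49 (standard error 0.12). ENO1 changed from 4726 ± 148 to 2044 ± 311 CPM, with a log2 fold change of -1.21. LDHA, PGK1, PGAM1 and ENO1 have processed pseudogenes, and the authors' counting could have split reads between the copies. Among the Hallmark core genes outside the pathway itself, IGFBP3 went from 617 ± 31.7 to 60.2 ± 3.74 CPM and DDIT4 from 92.1 ± 9.10 to 9.47 ± 0.61 CPM. Their log2 fold changes were -3.36 and -3.28, and 38.9% of the coding bases of DDIT4 lie inside exons of a gene on the opposite strand. The differences were larger than the spread between replicates for each of these genes.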

To represent the expression pattern of a large number of core enriched genes, we created the heatmap for enriched genes in KEGG_GLYCOLYSIS_GLUCONEOGENESIS and HALLMARK_GLYCOLYSIS based on the expression values of the genes in control and treated samples (Figure 1b,d). 

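Among the KEGG members of Table S3, the genes with higher expression in NVP-BEZ235-treated cells were ALDH1A3 with a log2 fold change of 1.35, ALDH3B1 with 1.19, AKR1A1 with 1.03, ENO3 with 0.96, PFKM with 0.79 and HK2 with 0.33. HK2 had an adjusted p of 0.0335 in edgeR's quasi-likelihood test and was not called with any one of the 3 DMSO libraries left out, where the highest adjusted p was 0.117 from the same test. Without NVP-BEZ235 replicate 1 its log2 fold change was 0.20. Of the coding bases of ALDH1A3, 21.3% lie inside exons of a gene on the opposite strand. ALDOA had a log2 fold change of -0.60 from only 55 to 151 counts per library, and 93.8% of its coding bases lie inside exons of a second annotated gene on the same strand. With the libraries scaled to ACTB, PFKP, PDHB, PGM2 and ENO2, which were lower under TMM, had log2 fold changes above 0. Citing the heatmaps of the core genes, the paper states that many genes related to glycolysis were downregulated with NVP-BEZ235.

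**Figure D1:**
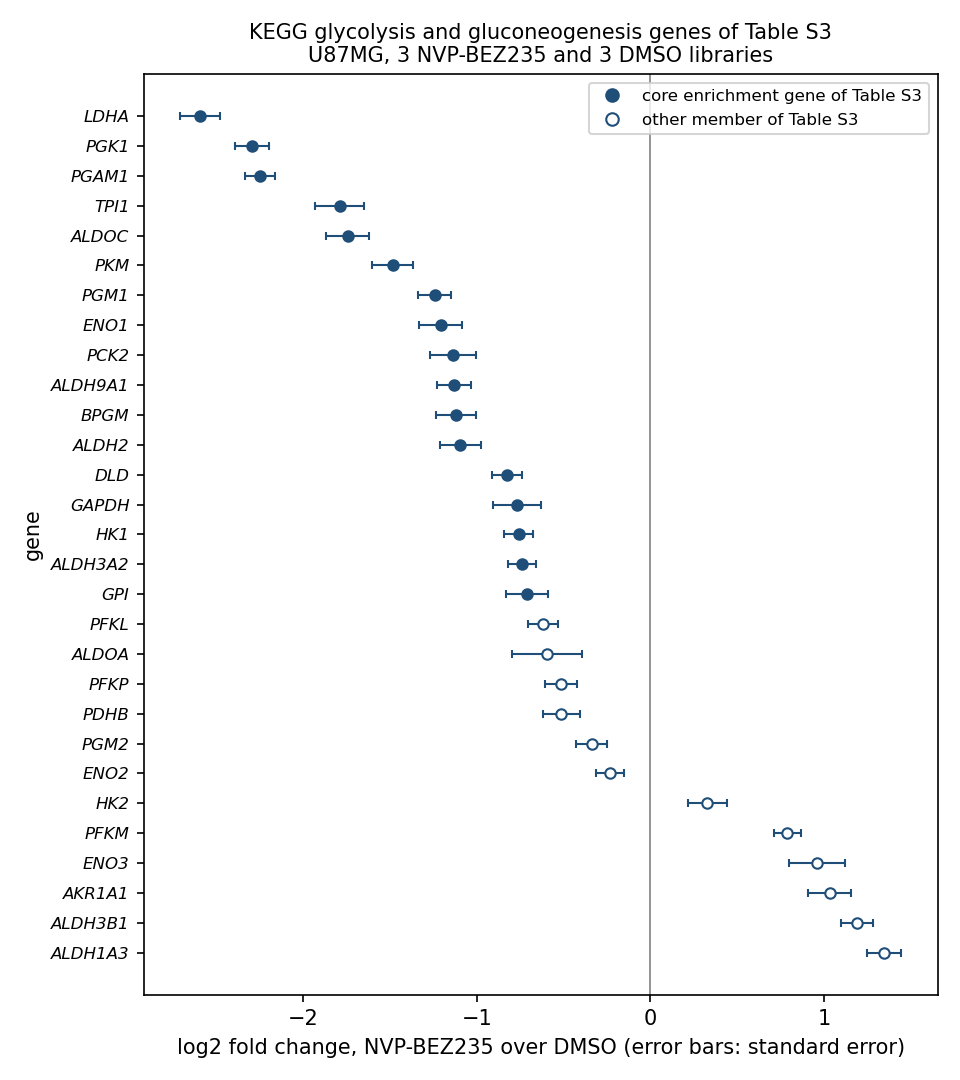
The log2 fold change of NVP-BEZ235 over DMSO (horizontal axis) is plotted for the 29 KEGG genes of Table S3 (vertical axis), from 3 libraries of each treatment, with bars for the standard error; filled points are core enrichment genes and open points are other members. The 17 core genes lie between -2.60 and -0.71, and the 6 higher members lie between 0.33 and 1.35.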

Overall, a large number of glycolysis-related genes were downregulated in response to NVP-BEZ235 treatment in GBM cell lines (Figure 1b,d).

To understand the comprehensive biological functions of NVP-BEZ235-regulated genes, we performed GO enrichment analysis for biological processes, molecular functions, and cellular components. 

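A list of 29 genes for glycolytic enzymes was fixed before the data were examined. Of these, 19 passed the count filter, with 15 lower and 4 higher in NVP-BEZ235-treated cells, and adjusted over the list alone the numbers were also 15 and 4. Their median log2 fold change was -0.76, and -0.22 with the libraries scaled to ACTB. The adjusted p over 10 gene lists was 4.66e-09 from limma's camera with a preset correlation between genes of 0.01 and 2.40e-04 from fry, but 0.169 from camera with an estimated correlation. The study's core lists hold 10 of the genes, and the 9 other tested genes had a median of -0.23. These 9 include ALDOA, called lower, and LDHB, called higher. Of their coding bases, 93.8% and 93.5% lie inside exons of another annotated gene on the same strand. Their counts are not a measure of their expression until this overlap is resolved, which limits the tally and the medians. The list took 2.91%, 2.83% and 2.80% of all counts in the DMSO libraries and 0.953%, 1.22% and 1.17% in the NVP-BEZ235 libraries.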

Glycolysis-related genes were highly enriched for glucose catabolism, canonical glycolysis, and other glycolytic processes (Figure 2). 

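GAPDH, on chromosome 12 from 6533927 to 6538374, had 4686 ± 200 CPM (SD, n = 3) with DMSO and 2749 ± 491 CPM (SD, n = 3) with NVP-BEZ235. The log2 fold change was -0.77 (standard error 0.14, adjusted p = 9.57e-04 from edgeR's quasi-likelihood test), and it has processed pseudogenes that can share its reads. Of its coding bases, 21.5% lie inside exons of a gene on the opposite strand. The prolyl hydroxylase genes among the core genes fell as well. EGLN3, on chromosome 14 from 33924231 to 34462774, went from 36.2 ± 1.08 to 2.51 ± 0.56 CPM (SD, n = 3 each). P4HA1 had a log2 fold change of -1.91 (standard error 0.09) and P4HA2 of -1.16 (standard error 0.08). The lysyl hydroxylase gene PLOD2 fell by 2.46 on the log2 scale (standard error 0.17).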

The GO terms for glyceraldehyde-3-phosphate dehydrogenase activity and peptidyl-proline 4-dioxygenase activity were also highly enriched under molecular functions (Figure 2). Similarly, ficolin-1-rich granule and extracellular organelle were enriched under cellular component categories (Figure 2). The detailed GO terms are provided in Table S4.

### 3.2. NVP-BEZ235 Treatment Reduced Glycolytic Genes in Numerous GBM Cell Lines

To validate differentially expressed glycolysis-related genes obtained from RNA-seq data, we performed qRT-PCR. Primers for selected genes were designed using the Primer3 (v0.4.0) online tool (Table S5). qRT-PCR analysis showed that selected glycolysis-related genes were significantly downregulated in control (DMSO) as compared to NVP-BEZ235 (Figure 3a). Validation of differential gene expression by qRT-PCR also built confidence and reliability in the RNA-seq analysis.

To determine whether NVP-BEZ235 impacted glycolytic genes in other cell lines in addition to U87MG cells, we investigated the expression of these genes in a panel of GBM cell lines including DBTRG, LN18, LN229, and U118MG (1 μM NVP-BEZ235 for five days, Figure 3b–e). Results indicated that the *LDHA* gene was consistently downregulated in all cell lines in response to NVP-BEZ235 treatment (Figure 3b–e). Similarly, *ENO1* was downregulated in all cell lines in response to NVP-BEZ235 treatment (Figure 3b–e). *GAPDH* was slightly upregulated in the DBTRG GBM cell line (data not shown). 

In addition to utilizing FBS-supplemented medium, we also performed the validation of the selected genes with serum starvation conditions in U87MG and LN18 GBM cell lines. Results indicated that *LDHA*, *PKM2*, *PGK1*, and *PGAM1* were significantly downregulated in both U87MG and LN18 GBM cell lines in response to NVP-BEZ235 as compared to the control DMSO (Figure 4a,b).

The PI3K pathway was previously found to promote glycolytic gene expression in U87MG cells that harbored exogenous constitutively active *EGFR-vIII* [40]. Specifically, the reduction of *RICTOR*, a defining component of mTORC2, decreased glycolytic gene expression in a FOXO1-dependent manner. FOXO1 induced the expression of *miR-34c* to decrease *MYC* expression in U87MG cells that expressed activated *EGFR-vIII*. To determine whether a similar mechanism was employed in cells treated with dual PI3K pathway inhibitor NVP-BEZ235, we assessed the combined impact of PI3K-mTOR inhibition (NVP-BEZ235 1 μM) and FOXO1 inhibition (FOXO1 inhibitor AS1842856 1 μM) on glycolytic gene expression in U87MG and DBTRG GBM cancer cell lines. In both cell lines, *LDHA* was reduced with NVP-BEZ235 or FOXO1 inhibition with AS1842856 (Figure 5a,b), suggesting that both PI3K and FOXO1 promoted expression of this gene. Of note, combined NVP-BEZ235 and AS1842856 led to increased *LDHA* and *ENO1* compared to NVP-BEZ235 alone in U87MG cells, suggesting that the loss of FOXO1 suppressed the reduction of these genes in NVP-BEZ235-treated cells (Figure 5a,b).

We verified the protein expression of the glycolytic genes in U87MG cells treated with 1 μM NVP-BEZ235 (NVP) for five days. Expression levels of LDHA, PKM2, and GAPDH were higher in DMSO-treated samples as compared to NVP-BEZ235-treated samples (Figure 6a). Furthermore, we assessed the C-Myc protein expression under the FOXOi (AS1842856 1 μM) and combined inhibition (NVP+FOXOi) and found that c-Myc expression was not impacted by FOXOi or NVP+FOXOi as compared to vehicle control DMSO (Figure 6b,c). The expression of c-Myc was slightly higher in NVP-BEZ235-treated samples as compared to control DMSO (Figure 6b,c).

### 3.3. NVP-BEZ235 Treatment Led to Reduced NAD+ and Glutamate in U87MG Cells

Given that glycolytic genes were reduced upon NVP-BEZ235 treatment of U87MG cells, we examined whether a concomitant change in metabolism could be observed. Functional assays were performed to assess the impacts of NVP-BEZ235 on metabolism, including cellular NAD+ levels, glutamate levels, glucose uptake, and lactate secretion. In the Warburg effect, high levels of NAD^+^/NADH are produced as a result of increased glycolytic activity in cancer cells [41]. We found that the NAD+ concentration was significantly higher in DMSO samples as compared to the 1 μM NVP-BEZ235-treated cells, suggesting that inhibition of PI3K-mTOR reduced glycolytic metabolism (Figure 7a,b). 

Glutamate is another important metabolite associated with cancer progression that can promote glycolysis in certain contexts. We investigated changes in glutamate concentration in control and NVP-BEZ235-treated cell lines. The colorimetric glutamate assay kit was used to analyze the concentration of glutamate in the samples. Glutamate concentration was significantly higher in control samples as compared to the 1 μM NVP-BEZ235-treated cells, suggesting that inhibition of PI3K-mTOR causes a reduction in glutamate (Figure 7c,d). This observation highlights that glutamate is diminished tenfold by PI3K-mTOR inhibition.

### 3.4. Glucose Uptake and Lactate Secretion Were Reduced under NVP-BEZ235 Treatment in U87MG Cells 

To further understand the regulation of glycolytic metabolism in NVP-BEZ235-treated cell lines, we measured glucose uptake and lactate secretion. We observed that glucose uptake was significantly lower (*p <* 0.001) in NVP-BEZ235-treated samples in comparison to control DMSO (Figure 8a), consistent with work by Heinzen et al. [32]. Similarly, lactate secretion was significantly reduced (*p <* 0.001) in NVP-BEZ235-treated samples (Figure 8b). These results indicate that glycolytic metabolic reprogramming was hampered by NVP-BEZ235 in GBM cell lines.

### 3.5. Glycolytic Genes Are Associated with Poor Prognosis in GBM 

To ascertain the potential impacts of glycolytic genes on GBM prognosis, we investigated these genes for association with patient survival in clinical samples. Data from GEPIA2 were analyzed to construct box plots and perform Kaplan–Meier analyses [35]. Among the enriched genes, elevated expression of *Lactose Dehydrogenase (LDHA), Glyceraldehyde-3-Phosphate Dehydrogenase* (*GAPDH*), and *Enolase 1* (*ENO1)* were significantly associated (log-rank *p <* 0.05) with worse survival (Figure 9a). Furthermore, we examined the expression of these genes from the GEPIA2 online tool, which has an expression database based on The Cancer Genome Atlas (TCGA) database. The comparison of expressions of *LDHA*, *GAPDH,* and *ENO1* showed overall higher expression in tumor samples as compared to the normal samples (Figure 9b). Pearson correlation analyses of the glycolysis-related genes also showed significant correlation for glycolytic genes in GBM (Table 1). Therefore, our systematic gene expression analysis obtained from RNA-seq provides a confidence in selecting genes for further genetic analysis and biological interpretation.

## 4. Discussion

GBM is the most malignant, aggressive, and lethal brain cancer worldwide, with a survival rate of less than 18 months both in treated and untreated patients. Altered glycolytic metabolism is a characteristic of GBM, where glucose is converted into lactate in the presence of oxygen for tumor cell growth, while generating ATP to meet energetic demands [25,42]. In addition, glycolysis takes place at a higher rate in GBM than in normal cells [43]. The oncogenic PI3K/AKT/mTOR pathway regulates metabolic networks and promotes aerobic glycolysis in favor of tumor cells [22]. The genetic basis of aerobic glycolysis and its regulation of the PI3K/AKT/mTOR pathway are not completely understood. Hence, decoding the key gene regulatory elements involved in glycolytic metabolism is of utmost importance for developing therapeutic treatments for GBM.

Advanced genome and transcriptomic sequencing technologies accelerated cancer research for developing precision medicine and targeted therapies. However, how cancer cells in GBM alter glycolytic metabolism and how inhibition of PI3K/AKT/mTOR alters glycolytic gene expression remained unclear. In this study, we investigated the regulation of glycolysis-related genes by comparing the transcriptomic profiles in U87MG cells using RNA-seq under NVP-BEZ235 and DMSO treatments. RNA-seq analysis identified 7803 DEGs regulated by the NVP-BEZ235 treatment. 

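The genes shared by the KEGG and the Hallmark core lists were LDHA, PGK1, PGAM1, TPI1, PKM, ENO1 and ALDH9A1. Among these 7 genes the smallest change was that of ALDH9A1, with a log2 fold change of -1.13 (standard error 0.10). The median log2 fold change was -1.14 for the 17 KEGG core genes and -1.78 for the 34 Hallmark core genes tested.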

GSEA on multiple glycolysis-related gene sets identified the enrichment of 52 genes (*p <* 0.05) which were highly downregulated in response to NVP-BEZ235 (Figure 1). The analysis identified several enriched functional categories involved in glycolytic metabolism (Figure 2).

In addition to NVP-BEZ235, we also investigated the effect of FOXO1 inhibition with AS1842856 on glycolytic gene expression. We reported the decrease in *LDHA* gene expression in two GBM cell lines (U87MG and DBTRG) with NVP-BEZ235 and/or AS1842856 (Figure 5). FOXO1 inhibition did, however, at least in part suppress NVP-BEZ235-induced gene expression (Figure 5). In additional to canonical roles in PI3K (involving negative regulation by the PI3K pathway), FOXO1 had a positive impact on *LDHA* expression. Therefore, the role of FOXO1 in metabolism in U87MG cells is complex. In line with the positive impact of FOXO1 on *LDHA*, FOXO factors can be associated with cancer-promoting activities and even cause resistance to Temozolomide (TMZ) [17,44,45]. Previous reports have shown that a FOXO1 homolog (FOXO3) contributed TMZ resistance in GBM through promoting beta-catenin nuclear localization [45]. Given that FOXO1 and FOXO3 are at least in part functionally redundant, it is conceivable that FOXO1 may also promote WNT signaling, leading to TMZ resistance [46]. Understanding the molecular mechanisms underlying TMZ resistance in GBM is essential to develop new targeted therapies. 

C-Myc is a potent oncogene and is overexpressed in many human cancers [47]. Previous studies reported that FOXO1 impacted genes involved in glycolysis via down-regulation of c-MYC [27,48]. Interestingly, we found that NVP-BEZ235 alone led to increased expression of c-Myc protein as compared to control DMSO, FOXO1 inhibition (FOXOi with AS1842856 treatment), and combined inhibition (NVP-BEZ235 and AS1842856), which did not impact c-MYC in wild-type U87MG cells (Figure 6b,c). Thus, additional mechanisms aside from c-MYC regulation are utilized on the PI3K/AKT/mTOR pathway to promote glycolysis.

Kaplan–Meier survival analyses showed that high expression of glycolysis-related genes (*LDHA, GAPDH*, and *ENO1*) had a significant correlation with poor survival in GBM (Figure 9). LDHA is a vital enzyme involved in the anaerobic metabolic pathway, which catalyzes the conversion of pyruvate to lactate and NADH to NAD+ collaterally [43,49]. LDHA overexpression promotes cancer progression by providing lactate as a nutrient and acidifying the tumor microenvironment. LDHA is associated with increased levels of glycolysis in cancer cells [50]. *PKM2* encodes the rate-limiting enzyme in glycolysis that catalyzes the conversion of phosphoenolpyruvate to pyruvate. PKM2 regulates cancer cell metabolism and contributes to the growth of glioma cells [51]. Similarly, two other genes, *GAPDH* and *ENO1,* promote cancer progression in GBM [43]. The qRT-PCR analysis revealed that *LDHA, GAPDH*, and *ENO1* were decreased by NVP-BEZ235 treatment in U87MG cells (Figure 3a). Similarly, these genes followed similar expression patterns across different GBM cell lines (Figure 3b–e). We also validated the expression of these genes under serum-free medium in U87MG and LN18 GBM cell lines (Figure 4). This highlights the crucial role of glycolysis-related genes in GBM malignancy. In line with qRT-PCR analysis, glycolytic protein expression was higher in DMSO control samples compared to NVP-BEZ235-treated samples (Figure 6).

In addition to the energy requirements, cancer cells prefer glycolysis to generate intermediate biosynthetic compounds, such as amino acids, nucleic acids, lipids, and lactate, and for maintaining the NAD+/NADH redox balance [50]. The growth of the cancer cells in GBM is dependent on the availability of glutamine, which is involved in the biosynthesis of nucleotides and amino acids [25]. Glutamate is the precursor for glutamine. In GBM, glutamine synthetase (GS) catalyzes the conversion of glutamate to glutamine to meet the increased demand for glutamine [25,52]. Furthermore, glutamate secretion is enhanced under GBM conditions concomitant with increased expression of GS [52]. We observed a significant reduction in glutamate (tenfold) in NVP-BEZ235-treated samples compared to the DMSO-treated controls (Figure 7c,d). Along with glutamine, NAD+ metabolite is critical for glycolytic metabolism and tumorigenesis. Reduction in NAD+ levels led to the impairment of cancer cell growth and proliferation [53,54]. We report that NAD+ levels were significantly suppressed in NVP-BEZ235-treated cell lines (Figure 7a,b). Furthermore, in GBM, the glycolytic rate is highly increased [42], which causes increased uptake of glucose and lactate secretion. Work by Ansari et al. demonstrated that low glucose conditions (0.3g/L) reduced the expression of *MIR-451* in GBM cells due to diminished OCT1 (Octamer binding transcription factor 1) activity [55]. Ansari et al. highlight the importance of glucose levels in determining glycolytic rate. 

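MIR451A, on chromosome 17 from 28861369 to 28861440, had 0 counts in each of the 3 DMSO and 3 NVP-BEZ235 libraries. A count of 0 allows up to 3 counts, between 0.136 and 0.174 CPM by library. The counts thus bound only the reads assigned to MIR451A in both groups. How well these libraries capture an RNA this short was not tested. The level of MIR451A, and whether it differed, is therefore left open.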

Our RNA-seq data did not have a significant change in *MIR-451* expression with NVP-BEZ235 treatment (data not shown). However, our experiments were performed with constant levels of glucose in the media (0.9g/L glucose). Our work builds upon that of Heinzen et al., who found that NVP-BEZ235 treatment led to reduced oxygen consumption and glucose consumption in GBM cells [32]. Our work revealed that NVP-BEZ235 treatment not only reduced glycolytic gene expression but also led to dramatic functional consequences in metabolic reprogramming, as evidenced by reduced cellular NAD+, glutamate, glucose uptake, and lactate secretion in U87MG cells. 

In summary, PI3K-mTOR inhibition with NVP-BEZ235 led to decreased levels of glycolytic genes, which have potential roles in GBM pathogenesis and may inform the development of novel targeted therapies for this cancer. The precise mechanisms employed by NVP-BEZ235 to impact glycolytic genes appear to be diverse and independent of MYC in the wild-type U87MG context.

## 5. Conclusions

Through comparative transcriptomic analysis, we found that glycolysis-related genes were significantly downregulated by PI3K-mTOR inhibition by NVP-BEZ235 in GBM cells. GSEA coupled with survival analyses identified key genes including *LDHA*, *GAPDH,* and *ENO1* involved in glycolytic metabolism. The molecular validation of these genes confirmed our bioinformatics results. We also reported the differential responses of glycolytic genes and c-Myc under combinatorial drug treatments that included FOXO inhibition, which showed that FOXO1 activation alone could not explain observed glycolytic changes upon NVP-BEZ235 treatment. Furthermore, we found a significant reduction in NAD+ and glutamate metabolites as well as decreased glucose uptake and lactate secretion under PI3K-mTOR inhibition (NVP-BEZ235 treatment), suggesting decreased glycolytic metabolism in GBM. These findings and the knowledge generated from this study will contribute towards advancing precision medicine for GBM. Glycolysis may serve as a barometer of NVP-BEZ235 treatment efficacy.

## Figures and Tables

**Figure 1:**
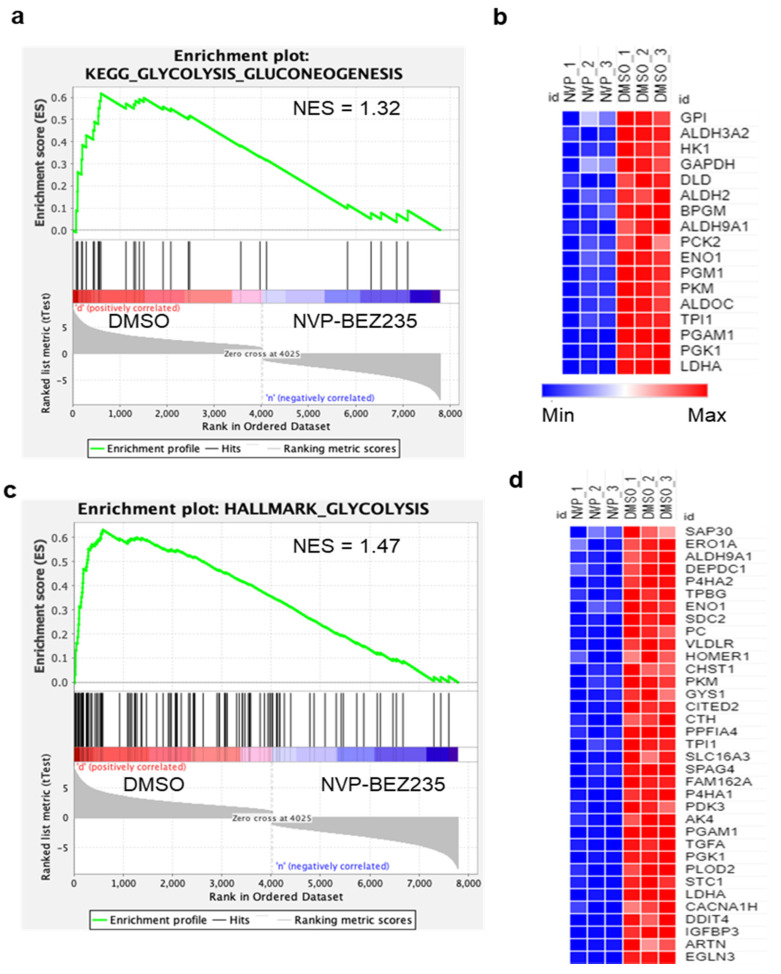
Glycolytic genes are reduced by NVP-BEZ235 treatment in U87MG cells. GSEA generated enrichment plots and generated heatmaps depicting the enrichment of sample phenotypes, control (DMSO) and NVP-BEZ235-treated (50 nM for four days in U87MG cells), in priori defined glycolysis gene sets. (**a**) KEGG glycolysis gluconeogenesis gene set, (**b**) heatmap of 17 core enriched genes KEGG_GLYCOLYSIS_GLUCONEOGENESIS gene set (**c**), Hallmark glycolysis gene set, (**d**) heatmap of 35 core-enriched genes in HALLMARK_GLYCOLYSIS gene set. The profile of enrichment score (ES) and rank ordered list for enriched genes are shown. Both gene sets were significantly enriched in control samples compared to NVP-BEZ235 treatment samples *p <* 0.05.

**Figure 2:**
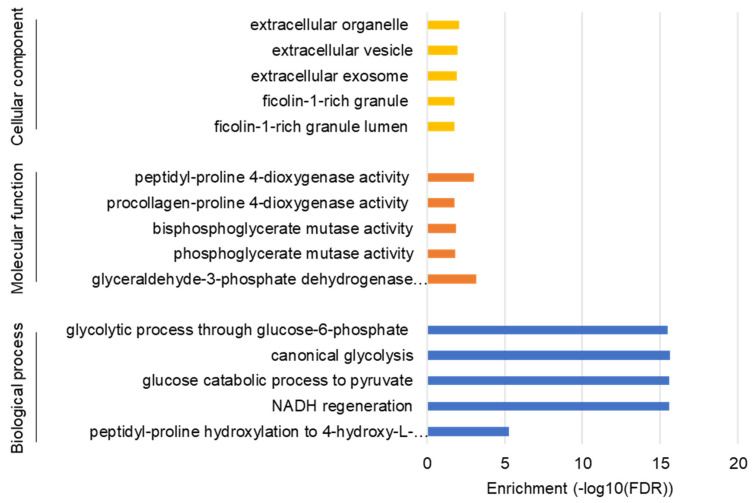
GO enrichment analysis for biological process, molecular function, and cellular components. The false discovery rate (FDR) values on a minus log10 scale were used for enrichment measurement.

**Figure 3:**
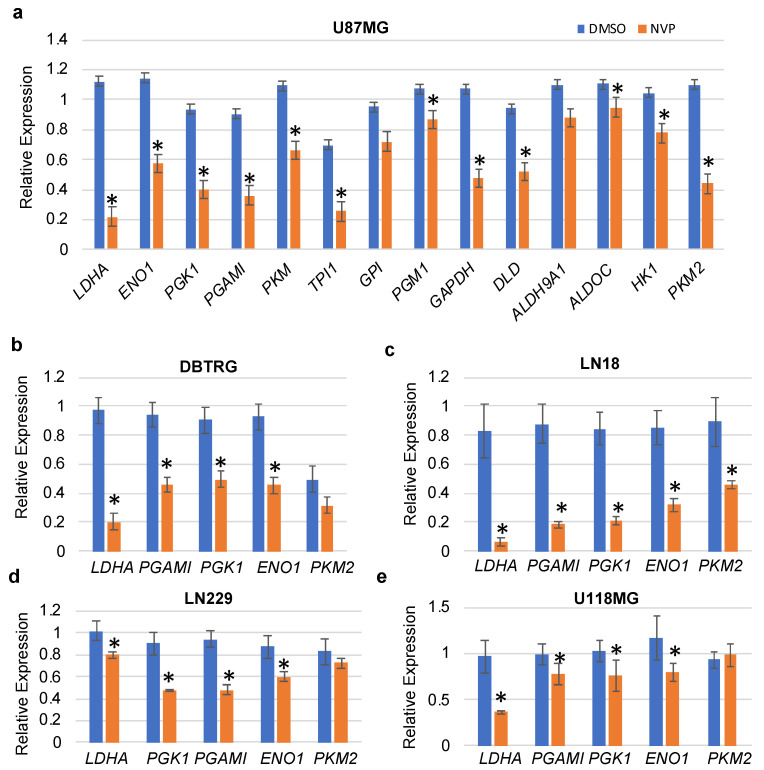
qRT-PCR validation of the glycolytic genes in various cell lines. (**a**) U87MG, (**b**) DBTRG, (**c**) LN18, (**d**) LN229, and (**e**) U118MG. The relative expression of the genes (compared to *ACTB*, encoding actin) was analyzed in control and NVP-BEZ235 (NVP) samples (1 μM treatment for 5 days). The error bars represent the standard deviation of the genes (n = 4). Asterisks (*) represent the significantly expressed genes (*p <* 0.05) as compared to control (DMSO). Significance was determined by Student’s *t*-test.

**Figure 4:**
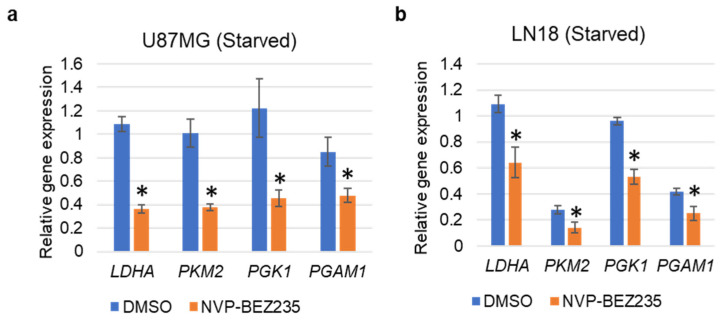
qRT-PCR validation of the glycolysis-related genes under serum starvation in (**a**) U87MG, and (**b**) LN18 cell lines grown in serum-free medium. The relative expression of the genes (compared to *ACTB*, encoding actin) was analyzed in control DMSO and NVP-BEZ235 samples (five days 1 μM NVP-BEZ235 with no FBS). The error bars represent the standard deviation of the genes (n = 4). Asterisks (*) represent the significantly expressed genes (*p <* 0.05) as compared to control (DMSO). Significance was determined by Student’s *t*-Test.

**Figure 5:**
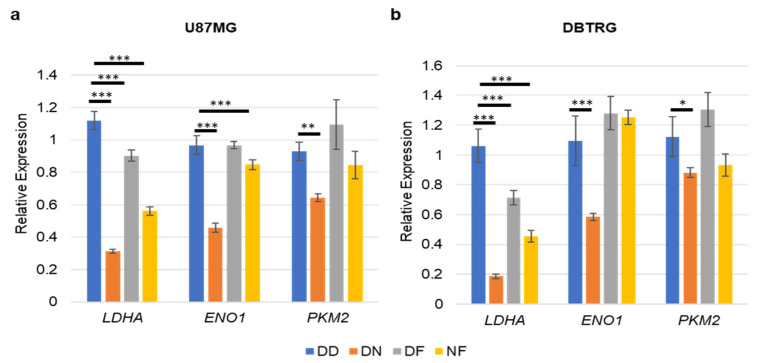
FOXO1 inhibition partially suppressed NVP-BEZ235 induction of glycolytic genes. (**a**) U87MG and (**b**) DBTRG. The relative expression of the genes was analyzed in DD-, DN-, DF-, and NF-treated samples. DD: DMSO; DN: DMSO+NVP-BEZ235 (1 μM); DF: DMSO+FOXOi (1 μM AS1842856); NF: NVP-BEZ235+FOXOi (1 μM of each drug). The error bars represent the standard deviation of the genes. The *p*-values were calculated by one-way ANOVA followed by Tukey’s test (*, *p <* 0.05; **, *p <* 0.01, ***, *p <* 0.001).

**Figure 6:**
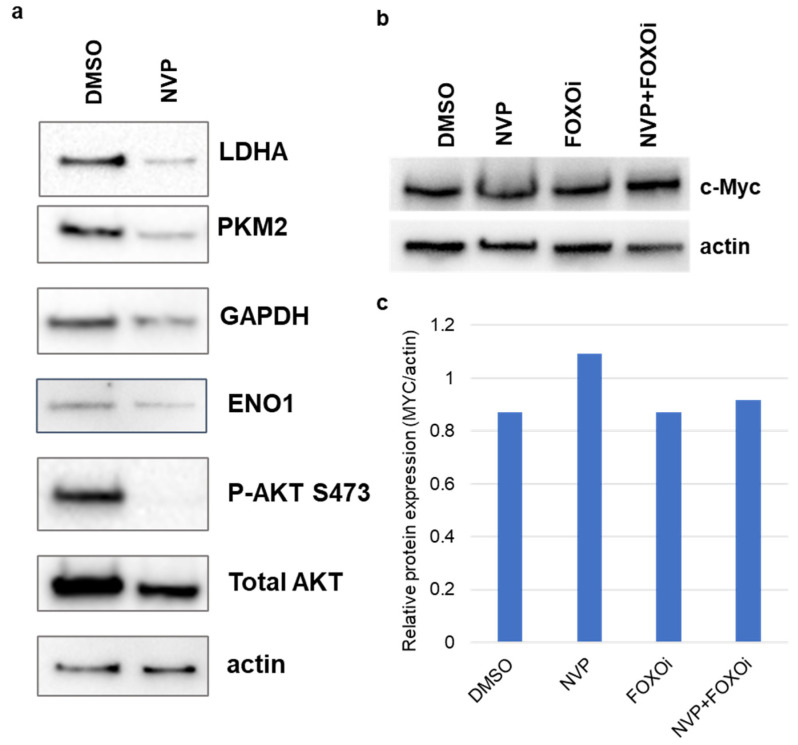
Expression changes of glycolysis-related proteins. Protein expression was verified using Western blot analysis in U87MG in (**a**) DMSO and 1 μM NVP-BEZ235 (NVP) samples, (**b**) c-Myc protein expression was verified using Western blot analysis in DMSO, NVP, FOXOi (AS1842856), and NVP+FOXOi samples (1 μM of each drug). Actin was used as the loading control. (**c**) Western blot for c-Myc was quantified using the Image Lab Software (Bio-Rad).

**Figure 7:**
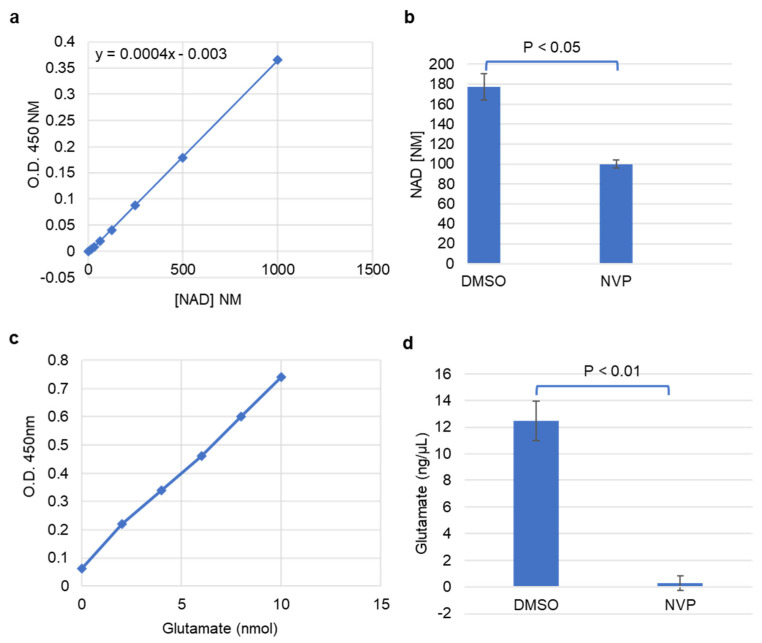
NAD+ and glutamate were reduced with NVP-BEZ235 treatment. (**a**) Absorbance of NAD+ concentrations at 450 nm. (**b**) The estimated concentration of NAD+ in control DMSO and 1 μM NVP-BEZ235 samples. (**c**) Absorbance of glutamate concentrations at 450 nm. (**d**) The estimated concentration of glutamate in DMSO and 1 μM NVP-BEZ235-treated samples. The error bars represent the standard deviation of the samples. Significance was determined by Student’s *t*-test.

**Figure 8:**
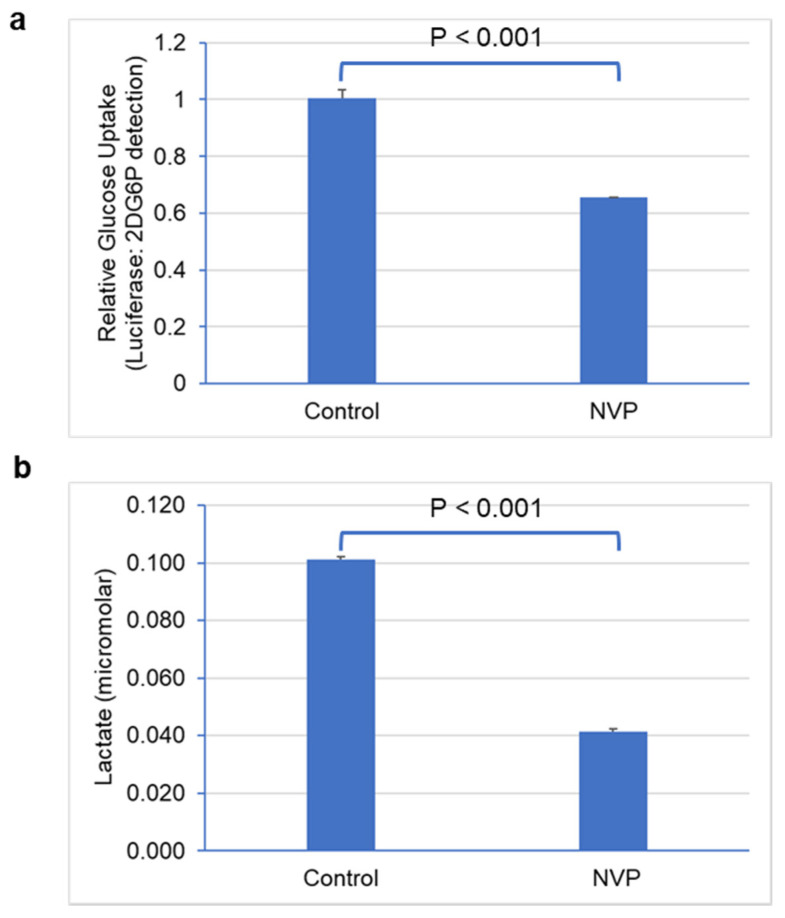
NVP-BEZ235 treatment reduced glucose uptake and lactate secretion. (**a**) Glucose uptake and (**b**) lactate secretion in control DMSO and NVP-BEZ235-treated (1 μM) samples were measured with luminescence assay. The error bars represent the standard deviation of the samples. Significance was determined by Student’s *t*-test.

**Figure 9:**
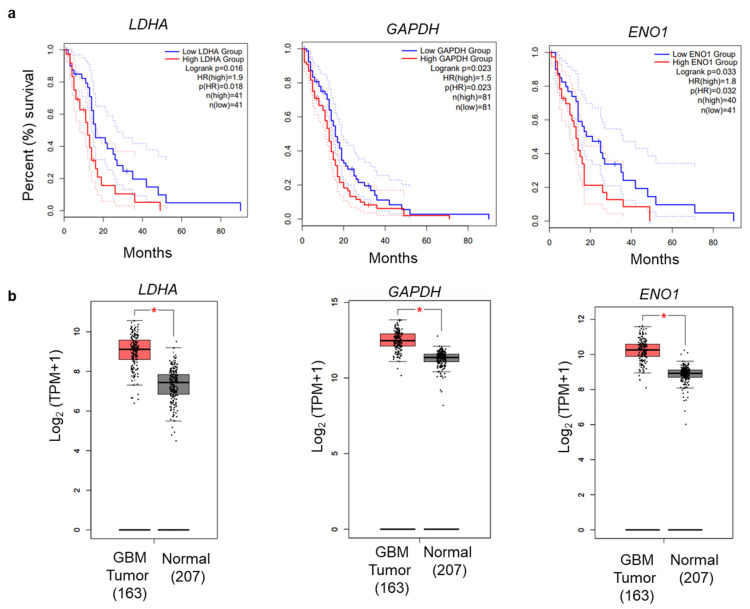
Overall survival analysis of glycolysis-related genes. (**a**) OS Kaplan–Meier analysis was performed using the GEPIA2 online application. The solid and dotted lines represent the survival curve and 95% confidence interval, respectively. (**b**) Differential expression boxplot of genes (*LDHA, GAPDH,* and *ENO1*) in GBM in The Cancer Genome Atlas (TCGA) database obtained from GEPIA2 [35].

**Table 1:** Pearson correlation analysis of glycolysis-related genes in GBM.

Gene	Gene	Correlation Coefficient (R)	*p*-Value
*LDHA*	*ENO1*	0.56	<0.05
*LDHA*	*GAPDH*	0.64	<0.05
*ENO1*	*GAPDH*	0.55	<0.05

## Data Availability

All cell lines and additional data prepared from this work are available upon request. RNA-seq data were deposited into the NCBI Geo database (accession: GSE179667).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10113065/s1, Table S1 GSEA results enrichment in control (DMSO samples) compared to NVP-BEZ235 treatment samples, Table S2: GSEA results for enrichment in NVP-BEZ235 treatment samples compared to control samples, Table S3: GSEA analysis output for KEGG_GLYCOLYSIS_ GLUCONEOGENESIS and HALLMARK_GLYCOLYSIS gene sets, Table S4: Detailed GO analysis table for enriched GO terms for biological process, molecular function, and cellular components, Table S5: List of forward and reverse primers of glycolysis-related genes and actin.

How the deposited data were processed for this re-analysis (not part of the article)

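RNA-seq was analysed for U87MG cells, with 3 libraries treated with DMSO and 3 treated with 50 nM NVP-BEZ235 for 4 days. The sequencing provider called bases with CASAVA, filtered reads by quality and mapped them to the human genome with STAR, and the authors deposited raw read counts per gene without normalization. In the same table the authors' deposited log2 fold changes and the authors' deposited p-value and adjusted p-value of each gene come from their own DESeq2 comparison. For each library the authors also deposited FPKM values, which divide the counts by gene length and by the sequencing depth, and these were read only for the glycolytic enzymes. The table of the whole study further holds 12 columns of values per library, 6 with the same FPKM values and 6 named after the comparison, that were not used.

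Count totals per library are between 17263292 and 22106906, and a count of 3 was taken as the floor. Low counts limit the precision of single genes, while 99.9% of counts lie in the 15554 genes that passed filterByExpr (at least 10 counts in a library of median size and 15 in all). The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM factors, a quasi-likelihood fit of the treatment alone, and the Benjamini-Hochberg adjustment at 0.05 with no minimum fold change. The libraries carry replicate numbers 1, 2 and 3 in each treatment, and the comparison was unpaired. Log2 fold changes are given with standard errors from the same fit, and normalized counts as CPM with the SD over 3 libraries. Gene set scores used the GSEA running sum with weight 1 and a ranking metric without the minimum SD that the GSEA program sets, and p came from all 20 labellings of the 6 libraries, so that 0.1 is the smallest value for a score of one sign. Except where all tested genes were ranked, the ranked genes were the DEGs called with the real labels, so this p can favour the real labelling. Shares of lower genes were compared with Fisher's exact test, two-sided. Gene lists were tested with camera and fry in limma 3.58.1, with a preset correlation of 0.01.

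The lists, fixed before the data were examined, are glycolytic enzymes, HIF targets outside glycolysis, cholesterol synthesis, ATF4 targets, FOXO targets, lysosome and autophagy genes, nuclear respiratory chain subunits, cytosolic ribosomal proteins, proliferation genes and interferon-stimulated genes. Genes named by rule are the core genes of Table S3 and other KEGG members with the opposite direction, genes with primers in Table S5 or bars in Figure 3a, genes the paper names for a mechanism, the 5 largest rises and 5 largest falls with a mean of at least 1 CPM and groups that do not overlap, and up to 3 genes of each list discussed. Fold changes against a group in which every library was at or under the floor are given as bounds. Of the genes covered by this rule, 1 is not reported here.

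Alternatives were RLE size factors, library sizes alone and scaling to ACTB, no filter and a filter of 10 counts in every library, DESeq2 1.42.0, a replicate block, leaving out each library, an adjusted p under 0.01, a minimum absolute log2 fold change of 1, other ranking metrics and features for the enrichment score, and other tests of the lists. After the data were examined, GC content and length offsets (loess with span 0.3), a minimum SD of 0.2 times the mean in the ranking metric and DESeq2 with a prior on fold changes were added. Overlap of exons, transcript length and primer positions were taken from GENCODE release 29 on GRCh38. The steps were tested on simulated counts, where 95.7% of 230 changed genes were called by edgeR and 6.38% of the called genes were unchanged, over 15517 genes. Every simulated change had an absolute log2 fold change of at least 1, every gene had the same dispersion, and no library stood apart. The data hold 8081 DEGs, of which 2702 reach that fold change. The simulated rates therefore do not carry over to the data. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Hallmark and KEGG sets other than the members in Table S3 were not analysed here, and the qRT-PCR, western blot, metabolite and survival results were not analysed here.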

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

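The test in this part was chosen after the result was seen. A total of 4 genes that the paper does not discuss had at most 3 counts in every DMSO library and at least 30 counts in every NVP-BEZ235 library. BARX1, which encodes a homeobox transcription factor, had 75, 115 and 93 counts with NVP-BEZ235 and was at least 28.1-fold higher. CNTNAP4 was at least 15.1-fold higher, and 2 noncoding genes, AC105402.4 (annotated as antisense, so reads from the opposite strand stay possible) and RP11-622C24.2, were at least 12.9-fold and 11.5-fold higher. CNTNAP4 and RP11-622C24.2 lie outside the rule for named genes and were chosen after their values were seen. The limits of 3 and 30 counts fix a large fold for these genes. Depth alone would need totals that differ about 10-fold, and the largest ratio of totals between an NVP-BEZ235 and a DMSO library was 1.23, which argues against depth as the source. The opposite pattern, from at least 30 counts with DMSO to at most 3 with NVP-BEZ235, was also found for 4 genes. The number depends on where the limits are set. With no count allowed in DMSO it was 1, with 10 counts required with NVP-BEZ235 it was 50, and across the fits that each left out one library it was between 4 and 9, the highest without NVP-BEZ235 replicate 1. RNA from other cells and a response of U87MG cells to the drug stay open, and neither was tested.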

How the results depend on the processing

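Under all alternatives that kept the threshold of 0.05 and no minimum fold change, the number of DEGs stayed within 1.5 times of 8081, from 6625 without NVP-BEZ235 replicate 3 to 9983 without NVP-BEZ235 replicate 1. An adjusted p under 0.01 left 5803 genes. DESeq2 called 7877 genes, 7445 of them shared with the 8081. A minimum absolute log2 fold change of 1 left 2702 genes, 1812 higher and 890 lower, because fewer genes can pass. Scaling each library to ACTB shifted the median log2 fold change of all genes from 0.02 to 0.56 and gave 8195 higher and 757 lower genes, so 91.5% of calls were higher compared with 50.7% under TMM. The shift follows from the lower ACTB share in the NVP-BEZ235 libraries. All other scalings and filters kept the share of higher calls between 47.0% and 51.4%. Offsets for GC content and length, chosen after seeing the data, gave 3883 higher and 4906 lower genes, 44.2% higher.

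All 17 KEGG core genes were called lower under each alternative except ACTB scaling and the minimum absolute log2 fold change of 1, which called 12 each, and 34 or 35 of the Hallmark core genes were called lower under each alternative. The enrichment scores were 0.566 (KEGG) and 0.539 (Hallmark) when ranked by log2 fold change, and 0.518 and 0.466 with a minimum SD of 0.2 times the mean, an alternative chosen after seeing the data. The cause was not tested. Other alternatives set before the data were examined kept the KEGG score between 0.621 and 0.750.

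The camera call of 3 lists depended on the correlation between genes. With an estimated correlation, glycolytic enzymes (median -0.76, adjusted p 0.169), cytosolic ribosomal proteins (median 1.01, adjusted p 0.481) and proliferation genes (median -0.27, adjusted p 0.219) were no longer called. The calls of HIF targets, ATF4 targets and lysosome genes held under both. Under ACTB scaling the proliferation median was 0.26 and no longer called. Nuclear respiratory chain subunits were never called and changed direction in camera under ACTB scaling (median 0.60) and under fry (median 0.077), and their median was between -0.070 and 0.21 when one library was left out, the highest without NVP-BEZ235 replicate 1.

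Among single genes, FOXO3 and EGFR had changes near 0 and reversed under several alternatives. FOXO3 was 0.0013 on the log2 scale and became -0.0092 with RLE size factors, -0.037 with library sizes alone, -0.023 without a filter, -0.025 with DESeq2 and -0.0059 with the replicate block, and lay between -0.086 and 0.099 with one library left out. EGFR became -0.0029, -0.031, -0.016 and -0.019 under the first 4 of these, and lay between -0.097 and 0.082 with one library left out. Larger changes reversed with ACTB scaling only. There RICTOR was 0.45, HIF1A 0.15, PFKP 0.019, PDHB 0.012, PGM2 0.20 and ENO2 0.30, and of these all but RICTOR were called lower in the main comparison. PFKP, PDHB, PGM2, ENO2 and PFKL were added to this comparison after their values were seen. Over 64 genes and all alternatives, 33 other results for single genes lost their call, among them those of HK2, ALDOA, LDHB, VEGFA, ENO2 and PFKL, and 4 gained one.

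No pairing by replicate number was seen. Deviations from the group means correlated at -0.0832, -0.0559 and -0.0036 for libraries with the same number. The highest correlation between a DMSO and an NVP-BEZ235 library was 0.0787. With 3 libraries per group these values cannot exclude that cultures were paired. With the replicate block 7433 genes were called, 7326 of them shared with the 8081. Genes off with DMSO and on with NVP-BEZ235 numbered 1, 50 or between 4 and 9 under the other limits and with one library left out.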

Differences from the paper's values

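The KEGG enrichment score here was -0.683 as NVP-BEZ235 minus DMSO, compared with the paper's -0.514 in Table S3. Of the alternatives set before the data were examined, ranking by log2 fold change gave -0.566, within the error of the paper's value, and the other alternatives did not close the gap. The Hallmark score was -0.622, compared with the paper's -0.460 in Table S3, and none of the alternatives set before the data were examined closed this gap. With each group's SD held to at least 0.2 times its mean in the ranking metric, the scores were -0.518 and -0.466, with exact permutation p values of 0.3 and 0.1. The GSEA program, which the paper used, sets a minimum SD of this size in its own ranking metric. The metric behind -0.683 and -0.622 set none and so departs from that of the program. The minimum was added here after seeing the values, and the paper's methods do not state one. The paper's Table S1 gives 0.632 for the same Hallmark set as DMSO minus NVP-BEZ235, and here it was 0.622.

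The paper states that both glycolytic sets were significantly enriched in control samples. In the exact permutation test over the labellings of the 6 libraries p was 0.1 for each, the smallest value possible, and the paper's own nominal p for the KEGG set in Table S3 is 0.0843. The DEGs ranked in the permutation test were called with the real labels, which can favour the real labelling. The paper counts 52 genes over the core lists, of which 45 are distinct and 44 were called lower here. CACNA1H, which the paper counts as downregulated, was not tested here because of its low counts. It was called lower without a filter (adjusted p 0.0106 in edgeR's quasi-likelihood test) and with DESeq2 (adjusted p 0.0207), and with DESeq2 with a prior on fold changes, chosen after seeing the values (adjusted p 0.0226).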

Other observations

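The tests of scaling and of GC content and length for glycolytic enzymes and ribosomal proteins, of overlapping genes for ALDOA, and of mitochondrial transcripts for NVP-BEZ235 replicate 1 were chosen or changed after the results were seen. The 6 libraries can be split into equal groups in 10 ways, so no result can be separated from chance with a share under 0.1. Every split other than the real one has 2 libraries of one treatment and 1 of the other on each side. The treatment difference then remains in part between the groups and widens the spread within them, so these splits are no reference without a change for any of the results below, and their counts carry little weight. For the number of DEGs, only 1 of the 10 splits gave as many, the real one, and the other splits gave 0 DEGs. For the KEGG and for the Hallmark core genes called, it was also 1 of the 10 splits, and the study chose these genes on the real split. For the glycolytic enzyme list, 1 of the 10 splits gave a camera p as small as the real one, the real split itself. For the number of gene lists called by camera with a preset correlation, 7 of the 10 splits gave at least as many as the real split, which called 6 of the 10 lists.

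The median of the glycolytic enzyme list stayed below 0 under every scaling tried, at most -0.22 with the libraries scaled to ACTB, and it was -0.85 with offsets for GC content and length. Both lie below 0 by more than the range of 0.12 that the median covered when one library was left out. These tests argue against the choice among these scalings and against GC content or length as the whole source of the list's median. Every scaling is relative to other RNA of the library, and a change in total RNA per cell was not tested. The 9 tested genes outside the core lists went both ways and had a median of 0.30 with the libraries scaled to ACTB, where 6 of them lay above 0, so for them the scaling is left open. ALDOA and LDHB, whose counts are in doubt as described below, are among these 9. A response of the cells to NVP-BEZ235 stays open as a hypothesis.

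HIF targets outside glycolysis had a median log2 fold change of -1.16 over 33 genes, 27 lower and 5 higher, with an adjusted p of 0.0233 from camera with an estimated correlation. The largest changes were those of CA9 at -4.06, EGLN3 and DDIT4, and 8 of the list's genes are core genes of the study. The median was -0.78 without them. Of the coding bases of CA9, 39.1% lie inside exons of a gene on the opposite strand. ATF4 targets had a median of -1.14 over 29 genes, 22 lower and 4 higher (adjusted p 0.0294 from the same test), led by CHAC1, PSAT1 and SLC7A5, and the median was -0.70 without the 3 core genes among them. Lysosome and autophagy genes had a median of 0.79 over 34 genes, 25 higher and 2 lower (adjusted p 0.0233 from the same test), led by GPNMB, ATP6V0D2 and CTSF. Proliferation genes had a median of -0.27, with 17 of 32 lower. Cholesterol synthesis (median 0.16), FOXO targets (median -0.11, 7 higher and 7 lower), nuclear respiratory chain subunits (median 0.08) and interferon-stimulated genes (median -0.14) were not called by camera. With the libraries scaled to ACTB the medians of the proliferation, FOXO and interferon lists were above 0, at 0.26, 0.45 and 0.38, and those of the HIF and ATF4 lists were -0.62 and -0.61. No gene of these lists was at or under the floor in a whole group.

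Cytosolic ribosomal proteins had a median log2 fold change of 1.01 over 57 genes, and 51 of them were higher and 0 lower with NVP-BEZ235. The rise was seen under every scaling, with a lowest median of 0.98, and with offsets for GC content and length the median was 0.76. With one library left out the median was between 0.84 (without NVP-BEZ235 replicate 2) and 1.20 (without NVP-BEZ235 replicate 1). These tests argue against the choice among these scalings and against GC content or length as the whole source. ACTB itself was lower with NVP-BEZ235, so scaling to it could only raise the median. Every scaling is relative to other RNA of the library, and a change in total RNA per cell was not tested. Ribosomal proteins have many processed pseudogenes, and whether reads shared with them contribute was not tested. The adjusted p was 0.0273 from fry and 0.481 from camera with an estimated correlation, so the rise is a hypothesis.

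ALDOA had 55 to 151 counts per library, and its deposited FPKM values were between 0.489 and 1.11, while those of GAPDH were between 715 and 1649. LDHB had 12 to 50 counts. ALDOA and LDHB lie outside the rule for named genes and were chosen after their values were seen. Of the coding bases of ALDOA and LDHB, 93.8% and 93.5% lie inside exons of another annotated gene on the same strand. A candidate explanation is that reads shared with an overlapping gene were left out of the counting. Among other named protein-coding genes with at least 90% of coding bases shared in this way, read-through genes left out, 39.4% of 353 genes had under 10 counts in all libraries together, compared with 25.9% of 17405 genes with none (Fisher's exact test, p = 5.83e-08). Genes with at least 90% shared on the opposite strand only were low more often still, 70.4% of 54 genes, so a lower expression of the kinds of genes that overlap stays open. The counts of ALDOA and LDHB are not a measure of their expression until this is resolved.

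ACTB, the qRT-PCR reference of the study, was lower with NVP-BEZ235 by a log2 fold change of -0.53 (standard error 0.12, adjusted p 0.0043 from edgeR's quasi-likelihood test), lower in 3 of 3 libraries. It remained called lower with RLE size factors and with library sizes alone, and the higher of the values was -0.54, so scaling by total or size factors does not explain it. The qRT-PCR experiments used other doses and times, so the size of this change there is not known.

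NVP-BEZ235 replicate 1 stood apart from replicates 2 and 3. The root mean square log2 difference was 0.532 and 0.457 to these replicates, and 0.346 between them, a ratio of 1.43. For the DMSO pairs it was between 0.377 and 0.400. Replicate 1 had a mitochondrial share of 7.75%. Without the mitochondrial genes the chi-square per degree of freedom fell from 70.0 and 54.6 to 45.0 and 25.3 for replicate 1 against replicates 2 and 3, and the other pairs within a treatment had at most 6.14. The mean for replicate 1 was then 5.72 times that between replicates 2 and 3, compared with 9.21 times with these genes. The mitochondrial genes thus account for part of the chi-square difference in counts, and the values argue against them as the whole source. The ratio of the root mean square differences hardly changed, at 1.42 without these genes. Across genes, the deviation of replicate 1 correlated with transcript length (Spearman's rho 0.369) and with GC content (-0.293), where genes are not independent replicates. With each library's trend on GC content and length taken out the ratio of the root mean square differences was 1.36, which argues against such a trend as the whole source. What remains may be technical or biological, and this cannot be decided with 3 libraries per group.

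Values for genes that the paper discusses for other experiments are given here for U87MG at 50 nM. MYC was higher, with a log2 fold change of 1.38 (standard error 0.08). FOXO1 was 0.83, GLUL 0.62, FOXO3 0.0013, EGFR 0.0078 and RICTOR -0.11, the last 3 not called by edgeR's quasi-likelihood test. RICTOR was called lower, at -0.24, without NVP-BEZ235 replicate 1. POU5F1 had between 6 and 20 counts per library and a log2 fold change of 0.86 that was not called, and ALPP had 0 counts in every library. Chosen after their values were seen, SLC2A1 was -2.91, HIF1A -0.40 and VEGFA 0.35, where VEGFA lost its call with library sizes alone, with the replicate block and without DMSO replicate 1, 2 or 3 or NVP-BEZ235 replicate 3.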
